# Enhanced pre-pubertal nutrition upregulates mitochondrial function in testes and sperm of post-pubertal Holstein bulls

**DOI:** 10.1038/s41598-020-59067-3

**Published:** 2020-02-10

**Authors:** Chinju Johnson, Alysha Dance, Igor Kovalchuk, John Kastelic, Jacob Thundathil

**Keywords:** Developmental biology, Molecular biology

## Abstract

Supplemental energy and protein during calf-hood (2–30 wk) in dairy bulls hastened puberty (~1 mo), upregulated steroid biosynthesis, concentrations of reproductive hormones and Sertoli cell maturation, with larger testes and greater sperm production (~25%) in mature bulls. The objective was to evaluate effects of feeding high (20.0% crude protein [CP], 67.9% total digestible nutrients [TDN]), control/medium (17.0% CP, 66.0% TDN) and low (12.2% CP, 62.9% TDN) diets from 2 to 30 wk on post-pubertal testes of Holstein bulls. Based on RNA sequencing, 497 and 2961 genes were differentially expressed (P < 0.1) in high- vs low- and high- vs medium-diet groups, respectively. According to KEGG analysis, oxidative phosphorylation and ribosome pathways were upregulated in high- vs medium- and low-diet groups, with majority of upregulated genes encoding for essential subunits of complex I, III, IV and V of OXYPHOS pathway. In addition, mitochondrial translation, mitotic nuclear division and cell division were enriched in high- vs medium-diet groups. Consistent with these results, a greater percentage of sperm from high-diet bulls were progressively motile and had normal mitochondrial function compared to medium-diet sperm (P < 0.1). Thus, enhanced early life nutrition upregulated mitochondrial function in testes and sperm of post-pubertal Holstein bulls.

## Introduction

Enhanced early-life nutrition hastens puberty, with ~25% increases in testis size and sperm production in dairy and beef bulls^1,2^. The underlying endocrine basis is profound increases in luteinizing hormone (LH) pulse frequency and insulin like growth factor (IGF-I) concentrations in blood^3,4^. In a cohort-based study in Sweden, low nutrition during the pre-pubertal period in men reduced susceptibility to heart disease in their offspring^5^, consistent with developmental programming in male germ cells that extends well into early post-natal life^6^. Therefore, nutritional modulation during early life affects testicular development, with apparent epigenetic effects on post-pubertal sperm function.

We reported increased cholesterol/steroid biosynthesis and Sertoli cell maturation in testicular tissues of high-diet bulls at 16 and 24 wk, respectively^7^. Although a wide range in pre-pubertal diets had no significant effects on routine analyses of sperm morphology and function^8^, molecular-level analyses should be done, to ensure no deleterious effects are transmitted to the next generation. Our objective was to determine effects of pre-pubertal dietary modulations on post-pubertal testes of Holstein bulls.

## Results

### ***mRNA*** profile of testes

Approximately 340 × 10^6^ reads were obtained from the 24 libraries sequenced. 

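One library was made per bull from testicular tissue collected at 72 wk of age, with 8 bulls in each of the HD, MD and LD groups. The HD group was fed a diet with 20% crude protein and 67.9% total digestible nutrients, the MD group one with 17% and 66%, and the LD group one with 12.2% and 62.9%. For each bull, the authors deposited the number of reads counted on 210707 exon bins of the Ensembl annotation. An exon bin is a part of an exon that the same transcripts share. The bins belong to 24525 gene features, of which 87 join overlapping genes whose reads were not told apart. The counts were not normalized. The count of a gene was taken as the sum over its bins, so a read that crosses from one bin into the next is counted in each. For the 2050 genes listed in Supplementary Datasets 2 and 3 that could be matched, this sum, divided by DESeq2's size factors, was in the median 1.39 times the mean count the paper lists. For the 80 of them with 1 bin the median ratio was 1.00. Summed over genes, a library held between 9163675 and 21902110 counts. The median was 13966117 in HD, 13629240 in MD and 14245392 in LD bulls. Differences between diets were tested with edgeR's quasi-likelihood test after TMM normalization, on the 15005 features that passed edgeR's filter on low counts, with all 24 libraries in one fit and the Benjamini-Hochberg adjustment. The paper's methods name Wald tests and the DESeq2 package, and DESeq2's Wald test was run as an alternative. Each library is from a separate bull and was counted as 1 replicate. Over 84 pairs of libraries within a diet, the lowest chi-square per degree of freedom between their counts was 10.2, so no pair looked like 1 library deposited 2 times.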

On average, 14,357,890 (SD = 2,267,076) reads were obtained per library and 13,565,597 (SD = 2,148,261) mapped to the Ensemble gene annotation database. 

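Counts on genes averaged 14554733 ± 3614260 (SD, n = 8 bulls) in the HD group, 13758514 ± 1509014 (SD, n = 8) in the MD group and 14756024 ± 2027372 (SD, n = 8) in the LD group. The mean over the 24 bulls was 14356423 ± 2472489 (SD). These totals count a read once in each exon bin it covers. None of the differences between diets exceeded the spread between bulls. The two-sided exact permutation p was 0.613 for HD against MD, 0.911 for HD against LD and 0.311 for MD against LD, and 0.911 for each after Benjamini-Hochberg adjustment over the 3 comparisons.

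**Figure D1:**
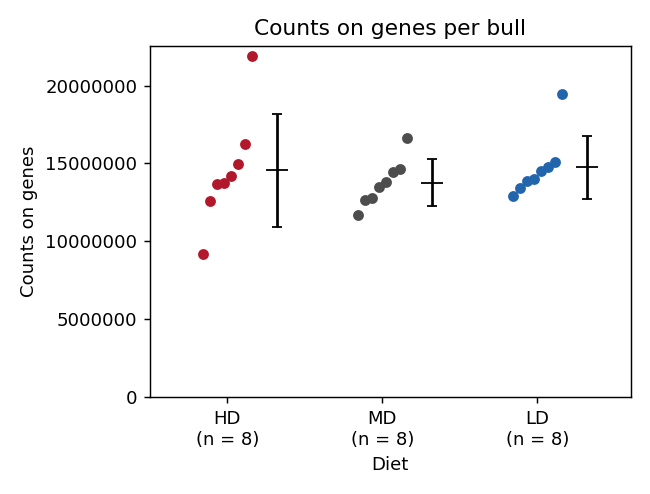
Counts on genes in each bull by diet. Each point is 1 bull, and the bar and whiskers beside the points show the mean and SD of 8 bulls. The MD bulls lie between 11676948 and 16615608 counts and the LD bulls between 12931488 and 19470903, and the HD bulls spread more widely.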

On average 13,710,936 (SD = 3,098,630), 13,120,341 (SD = 1,219,498) and 13,865,513 (SD = 1,929,109) reads were mapped from HD, MD and LD groups respectively. 

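Over the 24 libraries together, 21333 gene features had at least 1 count, and 18476 had at least 10. In every one of the libraries, 15259 features had at least 1 count. A single library had at least 1 count on 17735 ± 316 features (mean ± SD, n = 24). HD bulls averaged 17599 ± 349 features (SD, n = 8), MD bulls 17819 ± 308 and LD bulls 17788 ± 280. The difference between HD and MD bulls was within the spread between bulls (exact permutation test, two-sided, p = 0.207).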

A total of 18,288 genes were detected in testicular tissue and their Ensembl IDs are provided (Supplementary Dataset 1). 

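Among all gene features, COX1 had the highest count in each of the 24 libraries. It held 2.03 ± 1.20% (mean ± SD, n = 24 bulls) of a library's counts on genes. The share ranged from 0.597% to 4.82% between bulls, with a median of 1.60%. It was 2.61 ± 1.46% in HD, 1.54 ± 0.814% in MD and 1.94 ± 1.11% in LD bulls (SD, n = 8 each). The difference of 1.07 percentage points between HD and MD bulls was not larger than the spread between bulls (exact permutation test, two-sided, p = 0.0968, adjusted over the 3 comparisons p = 0.290). The share depends on how reads over several bins are counted. With only the most covered bin of each gene it was 6.35%.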

On average, the most abundant gene in the testicular transcriptome was cytochrome c oxidase subunit I (*COX1*), a mitochondrial gene (ENSBTAG00000043561), representing ~2.9% of total reads. 

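The next feature in abundance joins COX3, ATP6 and another gene that overlaps them. Its bins were summed, so the counts of COX3 and ATP6 were not separated here. It held 1.66 ± 0.861% of the counts on genes (mean ± SD, n = 24 bulls). CYB came next with 0.518 ± 0.298%. For the joined feature the shares were 2.13 ± 0.949% in HD, 1.28 ± 0.661% in MD and 1.57 ± 0.816% in LD bulls (SD, n = 8 each). For CYB they were 0.686 ± 0.391% in HD, 0.414 ± 0.226% in MD and 0.454 ± 0.199% in LD bulls. Between HD and MD bulls, the two-sided exact permutation p was 0.0542 for the joined feature and 0.112 for CYB. Between HD and LD bulls it was 0.224 and 0.155.

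**Figure D2:**
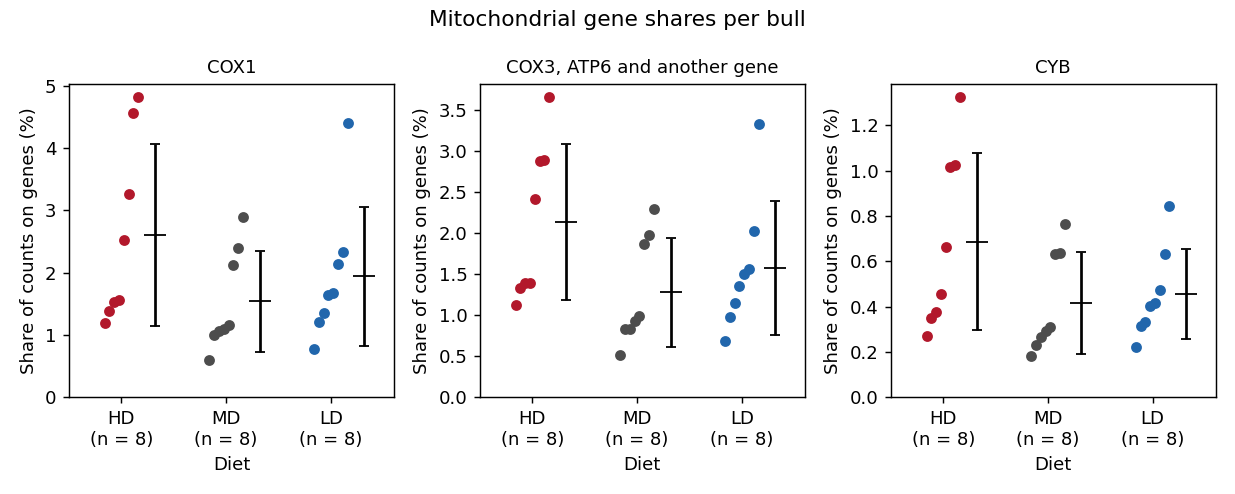
Share of the counts on genes, in percent, held by COX1, by the feature that joins COX3 and ATP6 with another gene, and by CYB. Each point is 1 bull, and the bar and whiskers show the mean and SD of 8 bulls per diet. The diets overlap in all 3 panels, and the COX1 share runs from 0.597% to 4.82%.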

Other abundant genes included cytochrome c oxidase subunit 3 (*COX3*, ENSBTAG00000043560), ATP synthase F0 subunit 6 (*ATP6*, ENSBTAG00000043584) and cytochrome b (*CYB*, ENSBTAG00000043550), all mitochondrial genes.

### Differentially expressed genes

In general, of 18288 genes expressed, 2960 were differentially expressed (P < 0.1) between HD and MD groups compared to 496 in HD versus LD groups (Supplementary Datasets 2 and 3). 

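By edgeR's quasi-likelihood test, 2116 of 15005 features had an adjusted p under 0.1 between HD and MD bulls, and 0 did between HD and LD bulls, where the smallest adjusted p was 0.206. At an unadjusted p under 0.05 there were 4345 features for HD against MD and 2661 for HD against LD. Of the 2116 features, 1 had an adjusted p under 0.05, and the second smallest adjusted p was 0.0702. With DESeq2 and its beta prior in place of edgeR, 2925 features differed between HD and MD bulls and 550 between HD and LD bulls. On 1 set of simulated counts with 200 changed features, the DESeq2 setting made 39 false calls beside 158 correct ones, and edgeR made 15 beside 148. The simulation was not repeated, so the spread of these numbers is not known. It drew each feature independently, with dispersions estimated by edgeR, and did not model features that move together. So it cannot tell which calls on the real counts are false. When each of the 24 bulls was left out in turn, the number of features between HD and MD bulls ranged from 1 to 4019, and it fell to 1 for 8 of the bulls. In those 8 fits, 3056 to 3857 features had an unadjusted p under 0.05, and the second smallest edgeR adjusted p was between 0.107 and 0.162. Between HD and LD bulls it stayed at 0 except without HD bull 12, when it was 716.

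**Figure D3:**
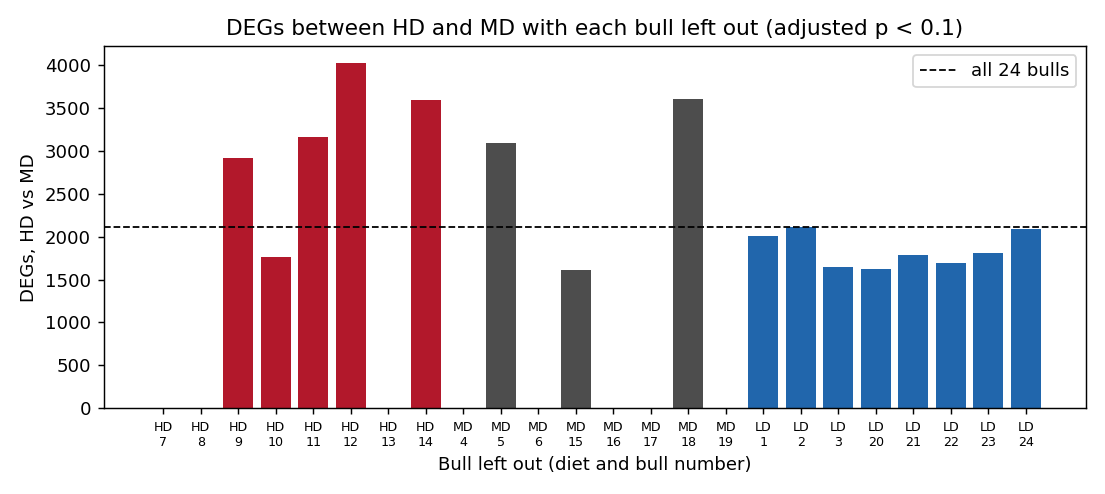
Number of DEGs between HD and MD bulls (edgeR, adjusted p under 0.1) with each bull left out. Each bar is 1 fit on the other bulls, coloured by the diet of the bull left out, and the dashed line marks the 2116 DEGs found with all 24 bulls. The 8 positions with no visible bar are fits with 1 DEG.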

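A principal component analysis of the variance stabilized counts of the 500 most variable features placed 28.6% of the variance on PC1 and 16.2% on PC2. The diets overlapped on PC1. Mean scores were 7.24 ± 13.6 (SD, n = 8) in HD, -5.47 ± 8.81 in MD and -1.78 ± 7.55 in LD bulls. The two-sided exact permutation p was 0.0463 for HD against MD and 0.125 for HD against LD, and 0.139 and 0.187 after adjustment over the 3 comparisons. PC1 fell as the share of reads outside exons rose. That share was 12.3 ± 2.17% (SD, n = 8) in HD, 14.5 ± 3.28% in MD and 13.3 ± 1.83% in LD bulls, and did not differ between HD and MD bulls beyond the spread between bulls (exact permutation p = 0.134). Over the 24 bulls, Pearson's r was -0.87 and Spearman's rho -0.96 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give, and 5e-05 after Benjamini-Hochberg adjustment over 10 relations). Without the 2 bulls farthest from the median share, r was -0.93. Within a diet, rho was -0.98 in HD, -0.93 in MD and -0.95 in LD bulls (n = 8 each, exact permutation p = 0.000397, 0.00223 and 0.00114).

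**Figure D4:**
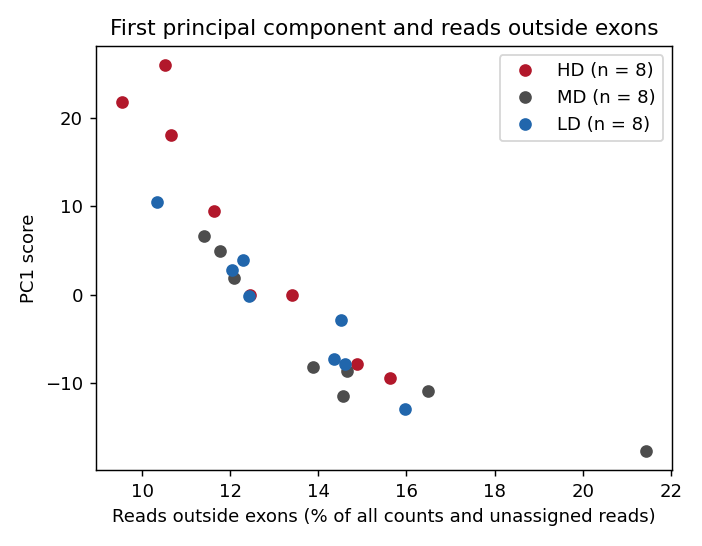
PC1 score of each bull against the share of its reads that fell outside exons, in percent of all counts and unassigned reads. Each point is 1 bull, coloured by diet. The score falls with the share in each diet, and MD bull 6 has the highest share at 21.4%.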

A scatterplot denoting transcriptomic differences across diet groups is provided (Supplementary File 1). To visualise extent of differential expression and relationship between mean gene expression levels and log2fold changes, MA plots were generated (Fig. 1). Of the 496 DEGs in the HD versus LD analysis, 446 genes were upregulated in the HD group (genes with higher log2fold change were: *COX5B, COX6B1, ATP5J, ATP5G1, MRPL11* and *HSD17B1)*. 

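Of the 496 entries in Supplementary Dataset 3, which lists 446 genes as higher in HD bulls, 494 matched a tested feature. The log2 fold change had the listed sign for 493 of them, with a median size of 0.55, and 493 had an unadjusted p under 0.05 by edgeR, but 0 an adjusted p under 0.1. With DESeq2 and its beta prior, 438 of the entries had an adjusted p under 0.1, and 466 of all the features it called were higher in HD bulls. ENSBTAG00000019386, which the files do not pair with a gene name, had 33.2 ± 19.9 CPM (SD, n = 8; counts scaled to TMM-normalized library size) in HD and 12.2 ± 5.25 in LD bulls. Its log2 fold change was 1.45 (standard error 0.33, adjusted p = 0.206 from edgeR's quasi-likelihood test). ENSBTAG00000025340 had 19.9 ± 7.33 CPM in HD and 54.1 ± 25.2 in LD bulls, a log2 fold change of -1.44 (standard error 0.31, adjusted p = 0.206 from the same test). The nuclear genes named by symbol in the text were not analysed here.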

When comparing HD and MD groups, of the 2960 DEGs, 1828 genes were upregulated in the HD group (genes with higher log2fold change: *COX2, COX3, COX5B, HSD17* and *CCNA1*). 

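Of the features that differed between HD and MD bulls by edgeR, 1302 (61.5%) were higher in HD bulls and 814 were lower. This division depends on the scaling between libraries. With library size alone in place of TMM normalization, the median log2 fold change of all features moved to -0.21, and of 3547 features called, 542 (15.3%) were higher in HD bulls. With DESeq2's size factors in edgeR, 64.8% of 2170 features were higher. The lowest adjusted p belonged to ENSBTAG00000002749, at 9.55 ± 3.05 CPM (SD, n = 8) in HD and 3.45 ± 0.983 in MD bulls. Its log2 fold change was 1.46 (standard error 0.23, edgeR adjusted p = 0.0124), and each HD bull was above each MD bull. ENSBTAG00000016894 was lower in HD bulls, at 16.5 ± 2.57 against 26.8 ± 5.74 CPM, a log2 fold change of -0.69 (standard error 0.14, edgeR adjusted p = 0.0702). The feature that joins COX3, ATP6 and another gene had a log2 fold change of 0.96 (standard error 0.36, edgeR adjusted p = 0.0948). Leaving out 1 bull at a time moved the adjusted p of this feature to between 0.0499 and 0.200.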

The log2fold changes varied from ± 0.21 to ± 1.17 among all DEGs. 

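Among the features called between HD and MD bulls by edgeR, the size of the log2 fold change ran from 0.28 to 2.71. The median was 0.61 for the features higher in HD bulls and -0.66 for those lower. The beta prior of DESeq2 draws fold changes towards 0. With it, the size ran from 0.22 to 1.16 for HD against MD, and from 0.24 to 0.97 for HD against LD.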

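In the comparison of MD and LD bulls, 0 features had an adjusted p under 0.1 by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 161 features. With DESeq2 and its beta prior 1 feature had an adjusted p under 0.1, and with the defaults of DESeq2 0 did. COX1 had a log2 fold change of -0.34 between MD and LD bulls (standard error 0.39, edgeR adjusted p = 1.00).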

No genes were differentially expressed between MD and LD groups. Therefore, all further analyses were done using two datasets, HD vs LD and HD vs MD groups.

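The fold changes of the 2 comparisons with HD bulls went together. All the features called by edgeR between HD and MD bulls had the same sign between HD and LD bulls, and 1611 of them also had an unadjusted p under 0.05 there. Both comparisons use the same HD bulls, so they are not independent and tend to share signs even without a diet difference. The share of equal signs among regrouped bulls was not computed, so these counts cannot be judged against it. Of the 1998 genes that the copy of Supplementary Dataset 2 used here lists for HD against MD, 1987 matched a tested feature. Their log2 fold change had the listed sign for 1984, and 1825 had an edgeR adjusted p under 0.1. Across these genes, which are not independent replicates, the Spearman correlation with the listed log2 fold changes was 0.99.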

**Figure 1:**
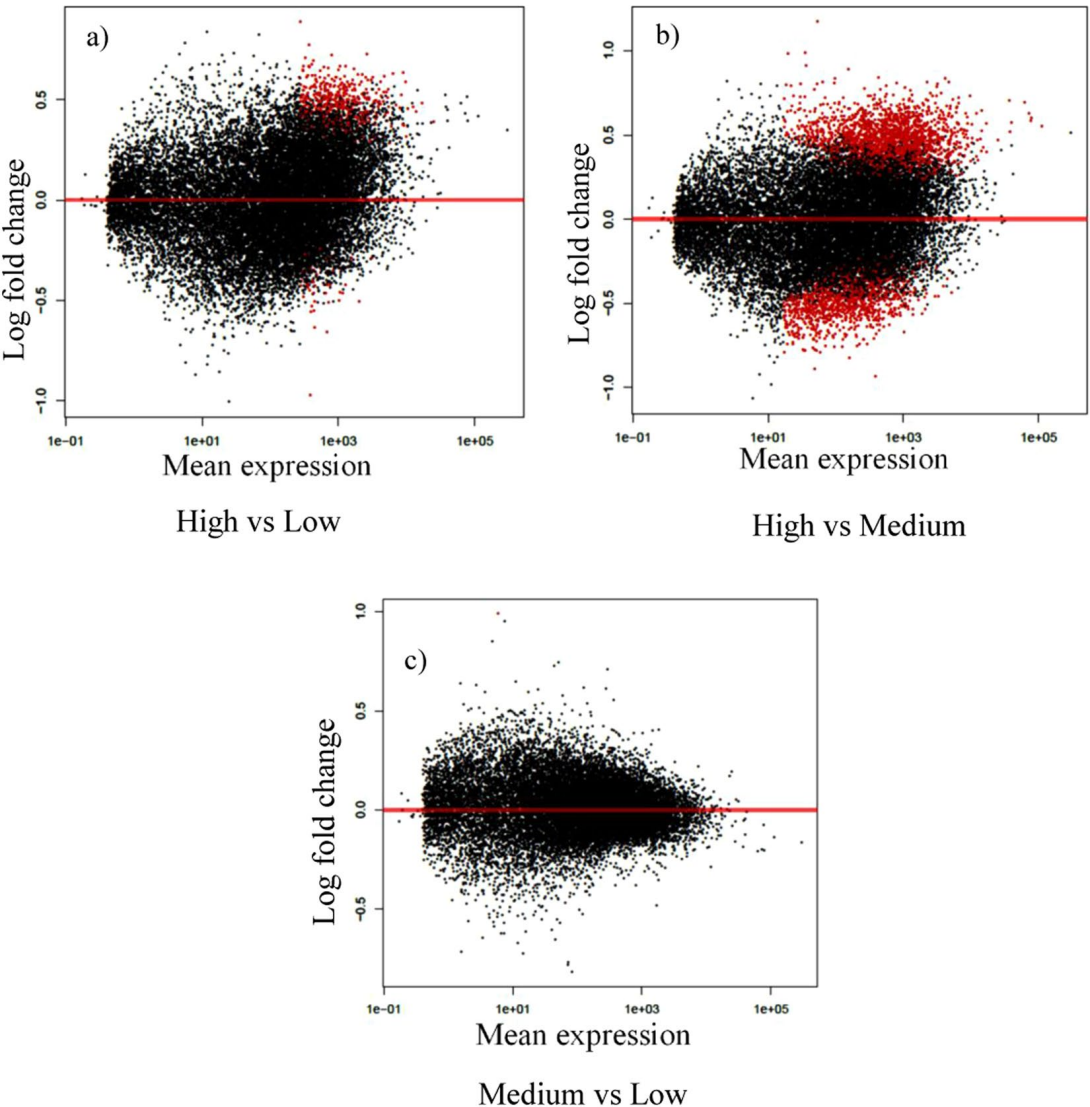
MA plots (visual interpretation of genomic data) for genes in testicular tissue of bulls fed various diets: (**a**) high vs low, (**b**) high vs medium and (**c**) medium vs low. Differentially expressed genes (P < 0.1) are highlighted in red. X-axis: mean expression, Y-axis: log fold change.

### Gene Ontology term enrichment

To systematically examine enriched genes associated with differential pre-pubertal diets on post-pubertal testes, gene ontology (GO) analysis was done using the functional annotation and clustering option in DAVID. “Mitochondrial translation initiation” and “elongation” were the major biological functions enriched in HD vs LD and HD vs MD groups. In the HD vs MD group comparison, “mitotic nuclear division”, “cytoplasmic translation” and “ATP synthesis coupled protein transport” were also enriched. Complete lists of GO terms enriched in HD vs LD and HD vs MD datasets are provided in Tables 1 and 2, respectively.

**Table 1:** GO terms enriched (P < 0.05) using DAVID, in testicular tissue of bulls fed high- vs low-nutrition diets.

GO term	Count	P value
Mitochondrial translational initiation	22	9.81E-12
Mitochondrial translational elongation	22	9.81E-12
Translation	20	2.459E-04
Mitochondrial translation	10	0.001
ER to Golgi vesicle-mediated transport	10	0.021

**Table 2:** GO terms enriched (P < 0.05) using DAVID in testicular tissue of bulls fed high- vs medium-nutrition diets.

GO term	Count	P value
Translation	99	9.36E-30
Mitochondrial translational elongation	45	8.63E-11
Mitochondrial translational initiation	44	3.36E-10
Mitochondrial translation	25	5.12E-05
Cytoplasmic translation	16	9.04E-04
Mitotic nuclear division	38	0.00
ATP synthesis coupled proton transport	14	0.00
Hydrogen ion transmembrane transport	17	0.00

### Over-represented KEGG pathways

Eight pathways were associated with HD vs MD groups and six pathways in HD vs LD groups when considering genes (P < 0.1, Tables 3 and 4). “Oxidative phosphorylation” and “ribosome pathways” were major pathways enriched in both datasets.

**Table 3:** KEGG Pathways enriched in genes differentially expressed (P < 0.05) in testicular tissue of bulls fed high- vs medium-nutrition diets.

KEGG term	Count	P value
Ribosome	99	1.20E-44
Oxidative phosphorylation	77	2.03E-22
Parkinson’s disease	77	3.81E-20
Alzheimer’s disease	75	3.10E-14
Huntington’s disease	80	7.77E-15
Non-alcoholic fatty liver disease (NAFLD)	58	9.68E-08
Proteasome	24	1.56E-05
Protein processing in endoplasmic reticulum	45	0.04

**Table 4:** KEGG Pathways enriched in genes differentially expressed (P < 0.05) in testicular tissue of bulls fed high- vs low-nutrition diets.

KEGG term	Count	P value
Oxidative phosphorylation	26	3.08E-11
Ribosome	25	5.87E-11
Parkinson’s disease	26	7.51E-11
Alzheimer’s disease	27	1.66E-10
Huntington’s disease	27	8.22E-10
Non-alcoholic fatty liver disease (NAFLD)	19	1.68E-05

In addition to above, oxidative phosphorylation and ribosome pathways were enriched in the upregulated genes from both datasets (HD vs MD and HD vs LD, Supplementary Files 2 and 3). However, nine downregulated pathways were identified in the HD vs MD dataset (Supplementary File 4). Major pathways identified were focal adhesion, regulation of actin cytoskeleton and axon guidance.

### PCR validation of differentially expressed genes

Five genes were selected from the list of differentially expressed mRNA for validation (Table 5). We were able to successfully validate four (*CRHR1, TJP2, ATP5G1* and *ATP5J*) of the five genes selected (P < 0.1, Fig. 2).

**Table 5:** Primer sequences used for validation of differentially expressed genes in testicular tissue of Holstein bulls fed various diets.

Gene	Abbreviation	Primer	Product size	Accession No.
Glyceraldehyde-3-phosphate dehydrogenase	GAPDH	F: GCATCGTGGAGGGACTTATGA	67	NM_001034034.2
		R: GGGCCATCCACAGTCTTCTG		
ATP synthase, H + transporting, mitochondrial F0 complex, subunit F	ATP5J	F: GCCCCAGTTCGCTTTGTTTT	102	NM_174717.3
		R: CCGAGTCAGCGTCCTATTCC		
Tight junction protein 2	TJP2	F: CAAAACCAGCCCAGAGAGACA	103	NM_001102482.1
		R: TCCTCCCGACTCTTCCGTAG		
Corticotropin releasing hormone receptor 1	CRHR1	F: TGAGAAGTGCTGGTTTGGCA	123	NM_174287.1
		R: GTCATGAGGATGCGGACGAT		
Cytochrome c oxidase subunit 5b	COX5B	F: ATGGCGTCAAGGTTACTCCG	77	NM_001034046.2
		R: GAGACTCCATTTGGACCCCG		
ATP synthase membrane subunit c locus 1	ATP5G1	F: GAGTCAGTCACCTTGAGCCG	142	NM_176649.3
		R: CCCCAGCCGAGAAGAACATT

**Figure 2:**
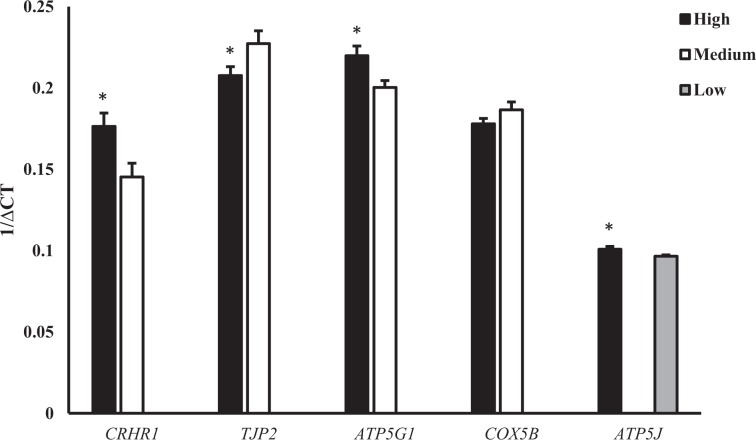
qPCR validation of differentially expressed genes in testes of bulls in high vs medium and high vs low datasets. Data are mean ± SEM. X-axis: official gene ID, Y-axis: 1/∆CT.

### Sperm progressive motility and mitochondrial membrane potential (MMP)

Sperm of HD bulls had greater (P < 0.1) post-thaw progressive motility than sperm from MD or LD bulls (22.3 ± 3.0, 8.7 ± 2.9 and 10.8 ± 3.0 respectively, Fig. 3). There were also differences across dietary treatments in percentages of Rhl23-/PI- (P < 0.1) and Rhl23-/PI + sperm (P < 0.05; Table 6). Percentage of Rhl23−/PI− sperm (live sperm loosing mitochondrial function) was higher in MD vs HD groups (15.1 ± 2.6 vs 8.6 ± 0.9). However, there was no significant difference among groups for percentage of Rhl23 + /PI- sperm (live sperm with normal mitochondrial function). The percentage of Rhl23-/PI + sperm (dead or necrotic sperm) in the MD was 66.2 ± 3.5 and was lower (P < 0.05) than both LD and HD groups (78.6 ± 2.2 and 78.7 ± 2.2, respectively). A representative image of flow cytometry explaining sperm populations is provided (Fig. 4).

**Figure 3:**
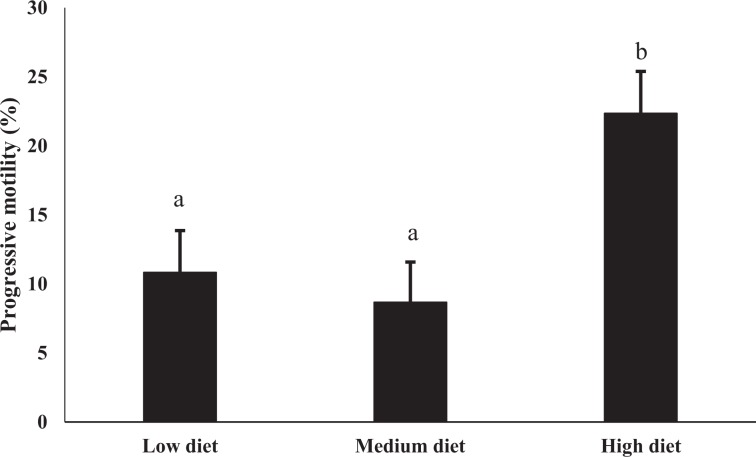
Progressive motility of frozen-thawed sperm collected from post-pubertal Holstein bulls at two time points (55–59 and 69–71 wk). ^a,b^Means without a common superscript differed (P < 0.1).

**Table 6:** Comparison of flow cytometry results of sperm from bulls fed (low-, medium- or high-nutrition diets). Data are mean ± SEM.

Diet	Low	Medium	High
Rhl23 + /PI−	6.9 ± 1.2^a^	14.2 ± 3.2^a^	11.2 ± 2.8^a^
Rhl23−/PI−	13.3 ± 1.6^ab^	15.1 ± 2.6^a^	8.6 ± 0.9^b^
Rhl23−/PI+	78.6 ± 2.2^a^	66.2 ± 3.5^b^	78.7 ± 2.2^a^

^a,b^Within a row, means without a common superscript differed (P < 0.05).

**Figure 4:**
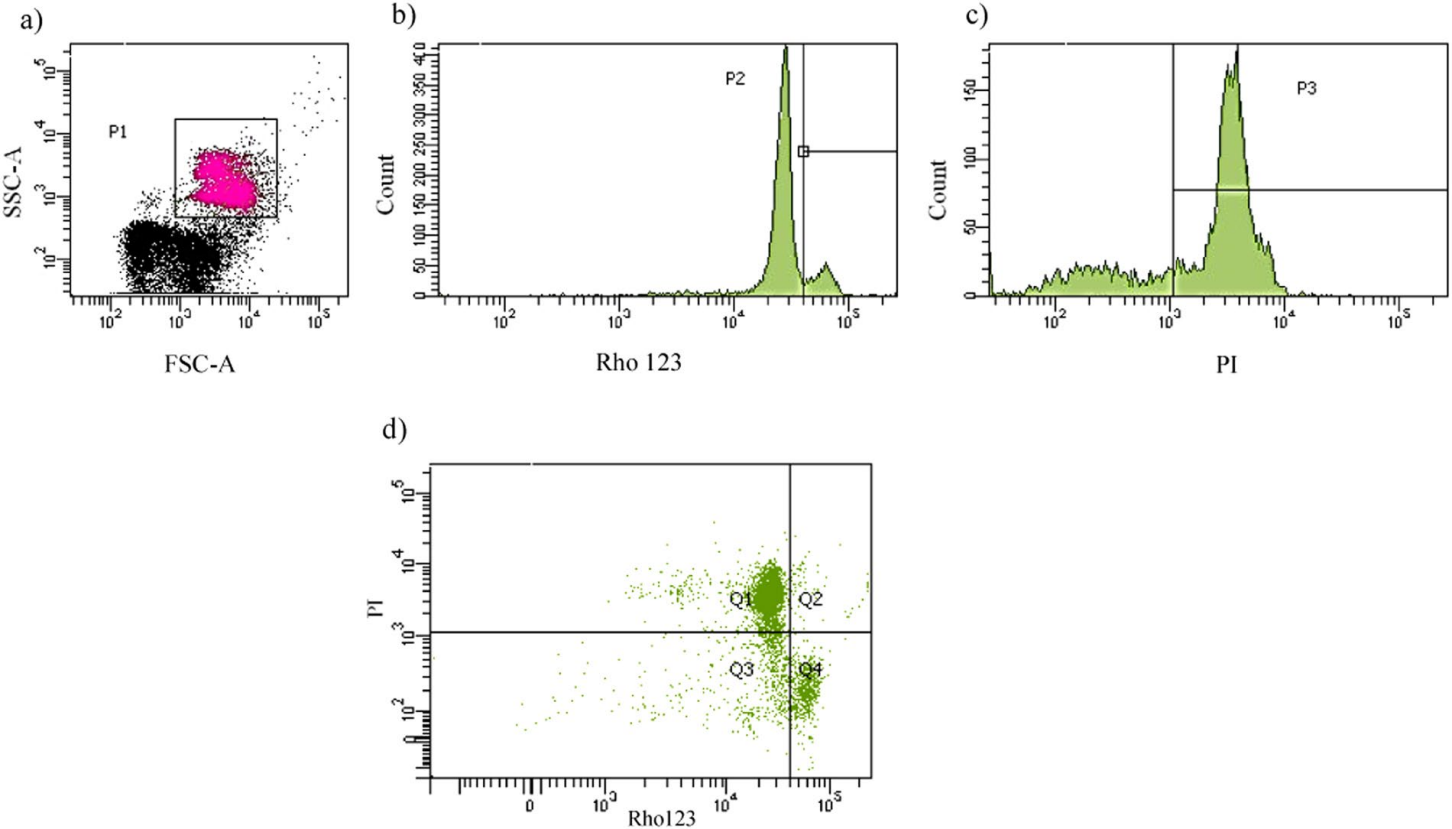
Representative images of flow cytometry using sperm stained with Rhodamine 124 and PI to evaluate mitochondrial membrane potential (MMP). (**a**) Represents the gating to establish the population (P1); (**b**) histogram for SYBR14; (**c**) histogram for PI; (**d**) shows the four population of cells- Lower right quadrant (Q4): Rh123 + /PI−, live sperm with normal mitochondrial function, Lower left quadrant (Q3): Rh123−/PI−, live sperm losing mitochondrial function, Upper left quadrant (Q1): Rh123−/PI+, dead/necrotic sperm.

## Discussion

To provide a more comprehensive assessment of post-pubertal effects of pre-pubertal feeding, RNA-sequencing was done on testicular tissues collected at 72 wk of age. To our understanding, this is the first study to evaluate effects of differential feeding during early pre-pubertal period on the post-pubertal bovine transcriptome using a next-generation sequencing technique. Bulls on the HD (fed supplemental protein and energy) had greater oxidative phosphorylation and mitochondrial protein synthesis within their testes compared to LD and MD bulls. Furthermore, sperm from HD bulls had greater progressive motility and a greater percentage had normal mitochondrial function compared to sperm from MD bulls.

Oxidative phosphorylation (OXYPHOS) occurs in mitochondria, generating nearly 80% of cellular energy. OXYPHOS, the functional unit of mitochondria, connects the electron transport chain (ETC) to cell respiration and ATP synthesis. Enzyme complexes constituting OXYPHOS are comprised of mitochondrial and nuclear encoded polypeptides^9^. Elevated mitochondrial and cytoplasmic translation in HD vs MD were indicative of increased protein availability for OXYPHOS formation. A similar study in Holstein bulls also identified increased OXYPHOS in adipose tissue along with enhanced testes development, cholesterol and androgen biosynthesis in the testes of pre-pubertal bulls fed high vs low planes of nutrition^10–12^.

The integral part of OXYPHOS, the ETC, is composed of five multi-protein complexes and two electron carriers (ubiquinone and cytochrome) transporting electrons to oxygen, creating a proton motive force. The resulting membrane potential enables energy production when these protons flow back via ATP synthase^13^. Proton transfer at sites other than ATP synthase reduces mitochondrial efficiency, but is critical for ROS production. Testicular mitochondria consume less oxygen than other tissues to maintain the same electric potential and have higher phosphorylation efficiency with age^14^. In mature testes, spermatocytes and spermatids use OXYPHOS, due to limited glucose availability in seminiferous tubule fluid, whereas Sertoli cells, spermatocytes and mature sperm have high glycolytic activity^15,16^. The majority of upregulated genes in HD (vs MD and LD) were significantly enriched for OXYPHOS.

In sperm, mitochondrial activity has been associated with sperm motility^17^, viability^18^, capacitation^19^ and fertilization potential^20^. Within germ cells, mitochondrial ATP synthesis was reported to regulate the apoptotic pathway^21^. Higher MMP has been associated with increased sperm motility and production, as sperm require ATP^17^. In addition, MMP is correlated with activity of the ETC and ATP synthase (components of the OXYPHOS). Increased mitochondrial activity beyond its threshold could induce oxidative stress, which could alter DNA. The majority of genes involved in the ETC had high expression in HD bulls compared to MD and LD bulls. In addition, major mitochondrial functions, including ATP synthesis coupled protein transport, hydrogen ion transmembrane transport, mitochondrial electron transport and oxidation reduction processes were altered in HD vs MD bulls.

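Of the electron transport chain and ATP synthase genes, those with an identifier in the text could be followed. COX1 averaged 29712 ± 18770 CPM (SD, n = 8) in HD, 14998 ± 8589 in MD and 19048 ± 11767 in LD bulls. Its log2 fold change was 0.99 for HD against MD (standard error 0.39, edgeR adjusted p = 0.109) and 0.64 for HD against LD (standard error 0.39, edgeR adjusted p = 0.369). CYB had log2 fold changes of 0.96 (standard error 0.38, edgeR adjusted p = 0.109) and 0.82 (standard error 0.38, edgeR adjusted p = 0.259). For HD against MD, the feature that joins COX3 and ATP6 with another gene had a log2 fold change of 0.96 (standard error 0.36, edgeR adjusted p = 0.0948). For HD against LD it was 0.65 (standard error 0.36, edgeR adjusted p = 0.325). By DESeq2's Wald test with the beta prior, the adjusted p for HD against MD was 0.0502 for this feature, 0.0602 for CYB and 0.105 for COX1. With the share of reads outside exons as a covariate, the log2 fold change of COX1 was 0.31 for HD against MD (standard error 0.20). For HD against LD it was 0.32 (standard error 0.18). Counts on COX1 are part of the total this share is taken from, so a rise of COX1 itself lowers the share. The smaller fold changes therefore cannot tell a library difference from a diet difference. COX1, CYB and the joined feature were all higher on average in HD bulls. The paper describes the genes higher in HD bulls as enriched for oxidative phosphorylation. It states that oxidative phosphorylation and mitochondrial protein synthesis in the testes were greater in HD bulls than in the other groups. The paper draws on pathway enrichment over many more genes, and on PCR and sperm measurements, which were not analysed here. The named genes followed here are all ones it calls mitochondrial, so they cannot stand for the whole pathway.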

A positive association between mitochondrial function and motility has been reported in bovine sperm^22^. In our study, sperm from HD bulls had greater progressive motility (PM) compared to sperm from MD and LD bulls; the association between motility and mitochondrial function, reflected our gene expression study. Furthermore, positive associations between OXYPHOS, ETC and sperm motility have been reported^18,23,24^. We also evaluated MMP, for which Rhodamin123, a mitochondria-specific fluorescent dye in combination with PI, was used^25^. When comparing live cells, a higher percentage of sperm from MD bulls had lowered MMP than sperm from HD bulls. Surprisingly, percentages of dead/necrotic sperm were significantly elevated in both HD and LD groups compared to the MD group (Table 6). An increased percentage of dead sperm in our HD group was reported in our phenotypic study^8^. A possible explanation could be the increased ROS production favoured by the elevated mitochondrial function in high diet bulls promoting cell death^26^. Both progressive motility and MMP results were consistent with our gene expression study, where the majority of genes involved in mitochondrial function were upregulated in HD versus MD groups. Positive associations between MMP and motility have also been reported in sperm^22,27^.

In addition to altered ETC function, majority of genes associated with ribosome pathway were upregulated in HD vs MD groups. We reported that supplemental energy and protein in diets of pre-pubertal bull calves hastened puberty and increased both testes size and sperm production potential, with no significant differences in classical assessments of sperm quality or function^4,8^. The role of mitochondrial function in regulating various aspects of sperm function, including meiosis, spermatogenesis, energy for survival, motility, capacitation, maturation and quality control has been reviewed^28^. Increased mitochondrial activity is essential to support elevated sperm production potential previously reported in HD bulls. High ribosomal biogenesis is also intimately associated with cellular activities, including cell growth and division^29^. All genes involved in the ribosome pathway were upregulated in the HD group, implying high ribosomal biogenesis.

In addition to its specific role in sperm function, mitochondria also have an endocrine role in testes^30^. The rate limiting and first step in steroid biosynthesis, converting cholesterol to pregnanolone, takes place within mitochondria and is catalysed by the enzyme cytochrome P450 side cleavage^31^. StAR promotes cholesterol movement in mitochondria (from outer to inner membranes) and after pregnanolone is formed, it is transported to endoplasmic reticulum to complete steroid biosynthesis^32^. Increased steroid production (mainly testosterone) is critical for male reproductive development and sperm production.

In addition to being critical for cell growth and metabolism, mitochondrial function is closely associated with epigenetics^33,34^. Epigenetic changes can be induced by various factors in the environment, e.g. nutrition, that can alter gene expression by incorporating changes into the epigenome. The epigenome is a record of chemical changes on the DNA and histone proteins that may be transferred to the next generation^35,36^. Substantial epigenetic changes, including methylation of DNA methylation and modification of histones, use various metabolic intermediates, including s-adenosyl methionine (SAM) and acetyl coA^34^. Based on the energy status of a cell, these metabolites can vary and are to an extent regulated by mitochondrial function. For instance, energy production within mitochondria converts dietary calories into ATP, acetyl coA, SAM and reduced NAD. With a high-energy diet, there is phosphorylation and acetylation of chromatin by ATP and acetyl-CoA, thereby making nDNA more available for transcription and replication. However, if dietary energy is limited, phosphorylation and acetylation of chromatin do not proceed, thereby supressing gene expression. Methylation of DNA facilitated by SAM can also be regulated by mitochondrial function^37,38^. Thus, alterations in mitochondrial function could cause epigenetic changes with long-term consequences. In addition, recent studies in our lab are indicative of DNA methylation changes in sperm of bulls fed differential pre-pubertal diets (unpublished data). It is possible that the sperm epigenome keeps memory of diet during pre-pubertal period in genes critical for sperm function. However, more and more studies in humans have demonstrated the ability of paternal environment to influence the epigenetic/non-genetic information transmission carried by sperm cells and modify the trajectory of offspring^39–41^.

To summarise, enhanced pre-pubertal feeding in Holstein bulls upregulated genes associated with mitochondrial function, including oxidative phosphorylation, ETC and mitochondrial protein synthesis. In addition to enhanced mitochondrial function, elevated mitotic activity and ribosome synthesis could have supported greater sperm production potential of HD bulls, as evidenced in our phenotypic study. In addition to greater progressive motility, percentage of live sperm losing mitochondrial function was much lower in HD vs MD groups. We concluded that enhanced pre-pubertal nutrition followed by a control diet enhanced mitochondrial function and sperm quality in Holstein bulls.

## Materials and Methods

### Ethics approval

This experiment was conducted in accordance with the guidelines of the Canadian Council on Animal Care and was reviewed and approved by the Lethbridge Research Centre Institutional Animal Care Committee.

### Animals and treatments

Tissues were derived from bulls on three dietary treatments, which have been described in detail^4^. Briefly, 1-wk-old Holstein bull calves (n = 24) were randomly allocated to 3 groups that were fed high-, medium- or low-diets (HD, MD and LD, respectively) from 2 to 32 wk of age. From 2–8 wk of age, HD, MD and LD calves were fed milk (8, 6 or 4 L/d, respectively), followed by transition to a barley silage-based diet. The HD (n = 8 calves) consisted of 49.7% rolled barley, 9.7% rolled corn, 7.6% canola meal, and 7.6% soybean meal (20.0% crude protein [CP] and 67.9% total digestible nutrients [TDN]). The MD (n = 8 calves) was the control and contained 4.8% rolled barley, 4.8% rolled corn, 3.8% canola meal, and 3.8% soybean meal (17.0% CP and 66.0% TDN). The LD (n = 8 calves) was barley silage (plus premix, but no concentrate), with 12.2% CP and 62.9% TDN. All diets contained 1.6% vitamin-mineral premix (as fed), with CP and TDN reported on a dry matter basis. The HD was fed *ad libitum* and based on voluntary intake; the same amount of feed (on an as-fed basis) was offered to MD and LD calves. Calves were on their respective diets until 31 wk of age, after which they were all fed the MD. At 72 wk, bulls were slaughtered, and testicular tissue collected and preserved. Testicular parenchyma was cut into cubes (~10 mm in each dimension) and snap-frozen on dry ice. This experiment was conducted in accordance with Canadian Council on Animal Care guidelines and was reviewed and approved by the Lethbridge Research Centre institutional animal care committee.

### Bull phenotype

Body weights, scrotal circumference and paired testes volume from 11–71 wk of age have been reported^4^. Briefly, high-diet bulls had greater body and paired testes weights at slaughter (71 wk). Sperm production potential was significantly greater in HD versus LD bulls, but there were no significant differences among groups regarding age when post-thaw semen first achieved minimum standards (based on progressive motility and morphology) or on sperm viability, protein content or *in vitro* fertilization potential^8^.

### Total ***RNA*** extraction

Testicular tissue (75 mg) was homogenized and total RNA extracted using Trizol reagent, as per manufacturer’s instructions (Invitrogen, Canada, Burlington, ON, Canada). Total RNA was suspended in water, quality and quantity measured using a Nanodrop via spectrophotometry (2000/2000c, Thermo Fisher Scientific, Waltham, MA, USA). The RNA integrity number (RIN) was assessed on an Agilent 2100 bioanalyzer using an Agilent RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA).

### ***mRNA*** sequencing of testicular tissue

#### RNA-sequencing library preparation and sequencing

For each sample (n = 24), total RNA (1 µg) was used to create mRNA libraries using the TruSeq Stranded mRNA Library Prep Kit (Illumina Inc., San Diego, CA, USA) and unique adapter indices (Illumina) at the University of Lethbridge sequencing facility (Lethbridge, AB, Canada). Libraries were sequenced as 75 base pair single end reads using the NextSeq. 500 system (Illumina Inc.). For this purpose, individual libraries were pooled to obtain a single library by diluting individual libraries to a final concentration of 4 nM and adding equal volumes of all samples (n = 24). Base calling and demultiplexing was performed with CASAVA 1.9 (Illumina Inc.), using default settings. Quality of sequencing reads was assessed using FastQC software^42^. Quality of sequencing libraries was considered adequate to proceed with downstream analysis without adapter and quality trimming. Very limited adapter contamination was identified.

#### Mapping and annotation of reads

Sequencing reads were mapped to the bovine genome (*Bos taurus*, UMD3.1.87, downloaded from Illumina iGENOME website) using TopHat v2.0.10^43^ and with Bowtie v.1.1.2^44^ used as an internal aligner. Mapping rate was uniformly good, with >93% of reads successfully mapped to the genome.

#### Detection of differentially expressed genes

Counts of reads mapping to genes were obtained using featureCounts software from Subread package^45^. Count data were loaded into R, with normalization and variance stabilizing transformation^46^ applied using DESeq2 package. Normalized and variance stabilized data were used for quality control and sample clustering analyses. Euclidean sample distances were calculated in R and sample clustering was done using hclust^47^ function in R. Sample to sample distances were visualized as heatmaps. Principal components plots were made with PCAplot function in DESeq2 package^48^.

Genes differentially expressed between diets were detected using Wald tests on normalized count data. Experimental conditions were compared with one-way ANOVA; thereafter, results for specific contrasts (HD vs LD, HD vs MD and MD vs LD) were extracted. Correction procedures for multiple comparisons were done with Benjamini-Hochberg correction implemented in R. Genes with adjusted P-values < 0.1 were considered differentially expressed.

### Functional analysis

The Ensembl identities of DEGs from HD vs LD and HD vs MD analyses were uploaded to Database for Annotation, Visualization and Integrated Discovery (DAVID) to enrich for Gene Ontology (GO) Biological process and cellular components^49^. For most analyses, we used the functional annotation and clustering option and reported all GO terms that were P < 0.05 and molecule number ≥2.

### Quantitative real-time polymerase chase reaction (RT-PCR)

RT-PCR was performed as described previously^7^. In brief, reverse transcription and subsequently PCR with SYBR Green (Fast SYBR® Green Master Mix; Applied Biosystems, Foster City, CA, USA) was done to validate mRNA expression of five differentially expressed genes: TJP2, COX5B, ATP5J, ATP5G1 and CRHR1. The National Center for Biotechnology and Information (NCBI) was used to design PCR primer sequences (Table 5), with primers purchased from Thermo Fisher Scientific (Waltham, MA, USA). RNase-free DNase I (Thermo Fisher Scientific) was added to total RNA (1 µg). After incubation at RT for 15 min at RT, 25 mM EDTA was added and the mixture hated to 65 °C for 10 min to cause denaturation. Then, High Capacity cDNA Reverse Transcription Kit and random hexamers (Applied Biosystems) were used for reverse transcription. For all primers, cDNA was diluted 1:10 and was efficiently used for PCR. All amplification reactions were done in 96 well plates (Applied Biosystems), as follows: 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 59 °C for 1 min and finally dissociation (55–95 °C). Every reaction well contained: Fast SYBR green Master mix- 7.5 μl, forward primer (20 pmol/μl)- 0.5 μl, reverse primer (20 pmol/μl)- 0.5 μl, cDNA template- 0.5 μl and water-1 μl. All reactions were done in duplicate, with inclusion of appropriate controls (non-RT and no-cDNA). Purity was confirmed by melt curve analysis. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH;^50^) was used as a housekeeping gene to normalize Cq (mean threshold cycle) and (∆) Cq values were expressed as 1/ ∆Cq for ease of understanding interpretation of gene expression.

### Evaluation of sperm progressive motility

Sperm collected from a subset of three bulls/treatment at two time points (55–59 and 69–71 wk) were analyzed; this selection of bulls and time points was based on availability of cryopreserved semen samples. Sperm progressive motility was evaluated using computer assisted sperm analysis (CASA), as described^51^. In brief, a small aliquot of semen (4 μL) was loaded into a prewarmed chamber slide (20 μm deep; Leja Products, Nieuw-109, Vennep, the Netherlands) and immediately analyzed under 400X magnification for progressive motility. Seven microscopic fields per sample were analyzed and the frame rate was 60/s.

### Evaluation of sperm mitochondrial membrane potential (MMP)

Sperm samples used for motility analysis were also assessed for mitochondrial membrane potential with a combination of Rhodamine 123 and Propidium Iodide (PI). Rh123/PI dual fluorescent staining and flow cytometry were done as described^25^. In brief, frozen-thawed semen was washed twice in PBS (700 x G for 5 min) and sperm concentration adjusted to 5 × 10^6^/mL. Then, Rh123 (Molecular Probes, Eugene, OR, USA) was added to the sperm suspension at a final concentration of 5 µg/mL and incubated for 5 min at 37 °C in the dark. To remove non-specific binding, sperm were washed in PBS (700 x G for 10 min), followed by addition of propidium iodide (PI, Invitrogen, Canada, Burlington, ON, Canada) at a final concentration of 5 µg/mL and incubated for 5 min in the dark. The PI staining was performed for concurrent evaluation of both viability and mitochondrial function. Flow cytometry analysis (FACScan, Beckon Dickinson, San Jose, CA, USA) was done with an argon excitation laser (488 nm) and >10 × 10^3^ events recorded for each sample.

### Statistical analyses

Data for RT-qPCR, motility and mitochondrial membrane potential were analysed using R software (v 3.4.3;^47^). Depending on number of groups involved, ANOVA or independent Student’s *t*-tests were used to detect differences, with P < 0.1 defined as significant.

## Supplementary information

Supplementary information .

Dataset 1.

Dataset 2.

Dataset 3.

## Data Availability

All data generated or analysed during this study were deposited in the publicly available NCBIs Gene Expression Omnibus Database GSE137690 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE137690.

# Supplementary material for: Enhanced pre-pubertal nutrition upregulates mitochondrial function in testes and sperm of post-pubertal Holstein bulls
**Source:** Sci Rep. 2020 Feb 10;10:2235. doi: 10.1038/s41598-020-59067-3
**Supplement:** Supplementary file 1 — Supplementary information .

**Enhanced pre-pubertal nutrition upregulates mitochondrial function in the testes and sperm of post-pubertal Holstein bulls**

Chinju Johnson^1^, Alysha Dance^1^, Igor Kovalchuk^2^, John Kastelic^1^ and Jacob Thundathil^1*^

Lethbridge, AB, TIK 3M4, Canada

1. Supplementary file 1: Scatterplot with transcriptomic differences across bulls from high, medium and low-diet groups using principal component analysis (PCA) (Axes: PC1 28%, PC2 15%).

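The scatterplot places each bull by its scores on the first and second principal components, so that bulls with similar counts lie close together, and the percentage on an axis is the share of the variance among the genes used that the component carries. In the scores computed from the deposited counts, HD bull 14 lay apart on PC2 at 37.7, and the next HD bull was at 2.61. MD bulls lay between -4.83 and 0.25 on PC2, and LD bulls between -5.44 and 6.14. PC2 scores did not differ between HD and MD bulls beyond the spread between bulls (exact permutation test, two-sided, p = 0.102).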

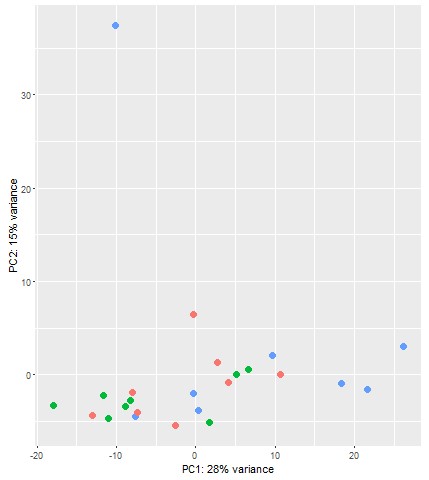

**Group**

**Low**

**Medium**

**High**

1. Supplementary file 2: KEGG Pathways enriched in the upregulated DEGs between High vs medium diet groups at p <0.05.

| **KEGG Term** | **Count** | **P value** |
| --- | --- | --- |
| Ribosome | 99 | 3.10E-62 |
| Oxidative phosphorylation | 76 | 7.86E-34 |
| Parkinson's disease | 73 | 1.66E-28 |
| Huntington's disease | 73 | 3.96E-21 |
| Alzheimer's disease | 68 | 7.78E-20 |
| Non-alcoholic fatty liver disease (NAFLD) | 51 | 6.14E-11 |
| Proteasome | 24 | 4.47E-09 |
| Metabolic pathways | 161 | 7.65E-06 |
| Cardiac muscle contraction | 19 | 0.04 |

1. Supplementary file 3: KEGG Pathways enriched in the upregulated DEGs between High vs low diet groups at p <0.05.

| **KEGG term** | **Count** | **P value** |
| --- | --- | --- |
| Oxidative phosphorylation | 26 | 9.66E-13 |
| Parkinson's disease | 26 | 2.43E-12 |
| Ribosome | 25 | 2.15E-12 |
| Alzheimer's disease | 27 | 5.00E-122 |
| Huntington's disease | 27 | 2.61E-11 |
| Non-alcoholic fatty liver disease (NAFLD) | 19 | 1.70E-06 |

1. Supplementary file 4: KEGG Pathways enriched in the downregulated DEGs between High vs medium diet groups at p <0.05.

| **KEGG term** | **Count** | **P value** |
| --- | --- | --- |
| Pathways in cancer | 46 | 2.54E-04 |
| Focal adhesion | 29 | 5.78E-04 |
| Proteoglycans in cancer | 26 | 1.05E-02 |
| Regulation of actin cytoskeleton | 26 | 1.05E-02 |
| Axon guidance | 18 | 0.03 |
| Signaling pathways regulating pluripotency of stem cells | 19 | 0.02 |
| Platelet activation | 18 | 0.03 |
| Small cell lung cancer | 14 | 0.03 |
| Rap1 signaling pathway | 23 | 0.04 |

How the deposited data were processed for this re-analysis (not part of the article)

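RNA from testicular tissue of 24 Holstein bulls, 8 on each of the HD, MD and LD diets, was sequenced by the authors as one library per bull. The paper states that reads were mapped with TopHat to the UMD3.1 bovine genome and counted on genes with featureCounts. The deposited values are read counts per exon bin, with rows for reads outside exons, ambiguous reads and alignments of low quality, and the authors did not normalize them. The counter that made these bins is not named in the paper's text. The paper's methods give the end of the diets as 32 wk in one sentence and 31 wk in another. Diets began at 2 wk and tissue was taken at 72 wk.

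From these counts, the count of a gene was computed as the sum over its exon bins. Libraries held 9163675 to 21902110 counts. Bulls are independent animals, and each was 1 replicate. At this depth the spread between bulls, and not counting error, sets the precision of a group mean. Diets were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest with defaults, all 24 libraries in one fit with diet as the only factor), with Benjamini-Hochberg adjustment and the paper's threshold of an adjusted p under 0.1. The standard error of a log2 fold change was taken as its size divided by the square root of F. DESeq2 1.42.0, with and without its beta prior, was an alternative. Exon usage was tested with limma 3.58.1 (voom and diffSplice). Single values were compared with two-sided exact permutation tests over 12870 regroupings, in Python 3.11.15 with numpy 2.4.6, and correlations with 100000 resamples. The principal component analysis used DESeq2's variance stabilizing transformation and the 500 most variable features.

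The edgeR and DESeq2 steps were tested on 1 set of simulated counts drawn from the means, dispersions and sizes of the real libraries. Each feature was drawn independently, with edgeR's dispersions and TMM-normalized library sizes, so features that move together were not modelled. In this set, 200 features were changed by 1 on the log2 scale between HD bulls and the others. Among 14927 features edgeR recovered 148 of the 200 with 15 false calls (9.20% of its calls). Among 15005 features DESeq2 with the beta prior recovered 158 with 39 false calls (19.8% of its calls). The exon usage test found 98 of 100 planted changes among 11154 features, with 2 other calls. Each planted change raised the most covered bin of a well covered feature 3 times in the group labelled HD. Smaller changes and weakly covered features were not tried.

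The coverage index of a library is the median, over 9106 features with at least 6 bins and a mean of at least 50 counts, of the log2 ratio of counts in the third of the bins at one end to the third at the other. The strand of a gene is not used here, so the end whose outer bin had more counts over all libraries was taken as the 3' end. The share of reads outside exons is given in percent of all counts and unassigned reads of a library.

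The genes reported singly are those the paper names with an identifier, the genes with the smallest p or the largest change in its Supplementary Datasets 2 and 3, and the called features with the smallest p. As identifiers were not paired with symbols here, at most 2 unnamed identifiers that rose and 2 that fell are given. Other genes that the paper names by symbol, gene sets and pathways were not analysed here, and neither were the PCR, sperm motility and flow cytometry measurements. Supplementary Dataset 2 was used in a shortened copy with 1998 genes. The alternatives tried were another normalization, other filters on low counts, DESeq2, robust fitting, fits with only the 2 diets compared, 1 bin per gene, features left out, each bull left out in turn, covariates, and an offset on the number of exon bins.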

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

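In 45 groups of 8 bulls (15 measures in each diet), 5 had a bull whose gap to the nearest other bull was large against the range of the group, where chance alone gives about 2.25. The test of a mixed sample below was chosen after the result was seen, and the other tests were set before.

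HD bull 14 lay at 37.7 on PC2, against 2.61 for the next HD bull, a gap of 0.843 of the range of the HD group. It also had the smallest library. With every library thinned to its total, the gap was 0.829 of the range, so its depth does not account for the distance. With the 10 most abundant features left out, the gap was 0.802 of the range, but leaving out 10 features can hardly move a component made from 500, so the part these features play cannot be told from this. In HD bull 14, 625 features were more than 2 times above every other library and 350 were below every other by as much, against at most 52 above and 265 below in any other library. A piece of tissue with other cells, or RNA from another sample, may have this effect. The 625 features cannot be told apart from it, because identifiers were not paired with gene names here and marker genes were not examined. No diet explains a single bull, and no biological explanation was tested. Without HD bull 14, edgeR called 3596 features between HD and MD bulls.

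LD bull 2 had 12.6% of its counts on its 10 most abundant features (95% Wilson interval 12.57 to 12.61%, counting error only), against 7.77% in the next LD bull, and 45243 CPM on COX1 against 22458. These are the same observation, since COX1 is among the 10. The bull also had the lowest share of reads outside exons among LD bulls, 10.3%. LD bull 1, with the highest share among LD bulls at 16.0%, had the lowest part of its counts on these features, 4.07%. The order was not strict, since LD bull 24 had 12.0% and 5.95%, and LD bull 21 had 12.3% and 7.77%. With this share as a covariate, the log2 fold change of COX1 between HD and MD bulls became smaller. Counts on these features are part of the total the share is taken from, so more counts on them lower the share. No correlation of the share with these features was computed, and no biological explanation was tested.

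LD bull 3 had 19470903 counts on genes, against 15065648 in the next LD bull. Library totals did not differ between HD and LD bulls (exact permutation p = 0.911). Without LD bull 3, edgeR called 0 features between HD and LD bulls, with 2120 at an unadjusted p under 0.05. No biological explanation was tested.

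HD bull 13 had 10.7 CPM on ENSBTAG00000016894, against 15.6 in the next HD bull. Across the fits that each left out 1 bull, the log2 fold change of this feature between HD and MD bulls stayed between -0.74 and -0.61. No explanation was tested.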

How the results depend on the processing

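The alternatives were set before the data were examined, apart from the 3 covariates and the offset on the number of exon bins, which were chosen after seeing the data. The causes of the changes below were not tested.

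The count of DEGs between HD and MD bulls was 2116 and changed with many choices. It was 3547 with library size only, 1298 with the single most covered bin per gene, and 1 with no filter on low counts, with only the 2 diets compared, and at an adjusted p under 0.05. At an unadjusted p under 0.05 the fit with no filter had 4734 features and the fit with only the 2 diets 3475. Leaving out each bull in turn gave from 1 to 4019 DEGs over 24 fits. Of these fits, 8 gave 1 DEG and 3 gave over 1.5 times the count with all bulls. With the share of reads outside exons as a covariate 1 DEG was left, with the share of low quality alignments 0 were left, and with the coverage index 1, beside 2376, 2271 and 2919 features at an unadjusted p under 0.05. The count stayed within 1.5 times of 2116 with DESeq2's size factors in edgeR (2170), DESeq2 with the beta prior (2925) or defaults (2937), robust fitting (2115), a mean of at least 10 counts (2154), aggregate features left out (2120), the named mitochondrial genes left out (2109) and the offset on exon bins (1710). With DESeq2's size factors, 2065 of the 2116 features were called, and with DESeq2 and the beta prior 2060. The median log2 fold change, in the listed direction, of the genes listed in Supplementary Dataset 2 was 0.62. It ran from 0.54 to 0.69 over the leave-one-out fits, and was 0.50 with library size only and 0.41 with the share of reads outside exons as a covariate. Library size only moved the median of all features by over 0.1, to -0.21 for HD against MD and -0.17 for HD against LD. The share of DEGs higher in HD bulls was 61.5%, and 15.3% with library size only.

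Between HD and LD bulls, 0 features were called by edgeR. DESeq2 called 550 with the beta prior and 518 with defaults. Leaving out each bull in turn gave from 0 to 716 over 24 fits, with 0 in 23 of them and 1696 to 3660 features at an unadjusted p under 0.05. Every other alternative run, the covariates and the offset included, gave 0 calls, with 1329 to 3094 features at an unadjusted p under 0.05. Between MD and LD bulls every setting gave 0 calls, with 120 to 475 features at an unadjusted p under 0.05, except DESeq2 with the beta prior, which called 1.

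The difference in counts on genes between HD and LD bulls was -201291 and turned to 259709 with the unassigned and ambiguous rows, both within the spread between bulls (exact permutation p = 0.911 and 0.898). The share of COX1 rose from 2.03% to 6.35% and that of CYB from 0.518% to 1.62% with the single most covered bin per gene. The exact permutation p of PC1 between HD and MD bulls was 0.0463. It was 0.0337 with all genes, 0.0493 without the named mitochondrial genes and 0.0606 with log2 CPM from edgeR, and, in checks made for other tests, 0.0488 with thinned libraries and 0.0550 without the 10 most abundant features. The number of detected features stayed within 1.5 times of its value under each alternative, as did the number of listed genes with the listed sign.

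Among single genes, the difference between MD and LD bulls changed sign for COX1 (0.014) and CYB (0.15) with the share of reads outside exons as a covariate. Over the leave-one-out fits it ran from -0.33 to 0.079 for CYB and from -0.24 to 0.076 for ENSBTAG00000025340. Of 330 values of single genes in all under the other alternatives, 22 became weaker, 8 stronger and 2 reversed, and of 504 in leave-one-out fits 31 became weaker, 16 stronger and 5 reversed.

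The planned length and GC offsets, the coverage index with known strand, the gene set tests, the genes chosen for PCR and the correlation of fold change with exonic length were not run, because symbols, lengths and strands of these features were not used here. The number of exon bins was used in place of length. Only the features of the 4 mitochondrial genes named with identifiers were left out in place of all mitochondrially encoded genes. No paired analysis was possible because each bull belongs to 1 diet and the diets share no bull numbers.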

Differences from the paper's values

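Between HD and LD bulls, edgeR called 0 genes against the paper's 496, and 0 higher in HD bulls against the paper's 446. Of the alternatives set before the data were examined, DESeq2 with the beta prior (550 genes, 466 higher), DESeq2 with defaults (518 genes, 434 higher) and the fit without HD bull 12 (716 genes, 460 higher) fell within the paper's values by the rule of 1.5 times, and the other alternatives did not.

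The largest log2 fold change among DEGs between HD and MD bulls was 2.71 against the paper's 1.17. With DESeq2 and the beta prior it was 1.16. It was also within 1.5 times of the paper's value in settings that called only 1 gene, namely no filter on low counts (1.43), only the 2 diets compared (1.46), an adjusted p under 0.05 (1.46) and the fits without HD bull 7, 8 or 13 or MD bull 4, 6, 16, 17 or 19. The other alternatives set before the data were examined did not close the gap.

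For HD against MD, the log2 fold change of ENSBTAG00000002749 was 1.46 against the paper's 1.17, and that of ENSBTAG00000025340 was -1.37 against the paper's -0.93. For HD against LD, that of ENSBTAG00000025340 was -1.44 against the paper's -0.97, and that of ENSBTAG00000019386 was 1.45 against the paper's 0.89. With DESeq2 and the beta prior these were 1.16, -0.92, -0.97 and 0.96, each differing from the paper's value by less than its standard error. For ENSBTAG00000002749 this also held with library size only (1.24), with the single most covered bin per gene (1.46, with a larger standard error) and without HD bull 8 or 14 or MD bull 6 or 18. For ENSBTAG00000025340 in HD against MD it held without MD bull 16 or 19, and for ENSBTAG00000019386 without HD bull 8. The other alternatives set before the data were examined did not close these gaps.

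The paper states that no genes differed between MD and LD bulls. DESeq2 with the beta prior called 1 and edgeR called 0.

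Supplementary Dataset 2 lists CYB as higher in HD than MD bulls, and by edgeR its adjusted p was 0.109. DESeq2 called it with the beta prior (adjusted p = 0.0602) and with defaults (adjusted p = 0.0628), as did the edgeR fits without HD bull 9, 11, 12 or 14 or MD bull 5 or 18. Over the leave-one-out fits the edgeR adjusted p ran from 0.0590 to 0.243. Supplementary Dataset 3 lists ENSBTAG00000025340 and ENSBTAG00000019386 for HD against LD, which edgeR did not call with all bulls. Both DESeq2 settings and the edgeR fit without HD bull 12 called them.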

Other observations

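Of the tests in this part, those of the shares of reads outside exons and of low quality alignments and of the coverage index as covariates, of the number of genes against the difference in share, and of PC1 in thinned libraries, were chosen after the related results had been seen, and the offset on the number of exon bins was chosen after seeing the data. The others were set before their results.

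The number of DEGs was compared with other splits of the same 16 bulls, of which 6435 are possible. For HD against MD, 4 of 100 splits gave at least 2116 features by edgeR, the real one included, and 3 of 100 gave at least 4345 features at an unadjusted p under 0.05. The largest number in another split was 5627. For HD against LD the count of 0 is reached by all 100 splits, and 6 of 100 gave at least 2661 features at an unadjusted p under 0.05. For MD against LD the count of 0 is also reached by all 100 splits, and 73 of 100 gave at least 161 such features. With DESeq2 and the beta prior, 2 of 40 splits, the real one included, gave at least 2925 features for HD against MD, and 1 of 40, the real one, gave at least 4706 at an unadjusted p under 0.05. For HD against LD, 2 of 40 splits gave at least 550 features and 2 of 40 at least 3018 at an unadjusted p under 0.05, the real one included in each. A comparison with a count of 0 shows nothing, since every split reaches it. By the other counts, grouping the bulls by chance may give a result as large as that of HD against LD. For HD against MD, other splits reached the real number of calls with each tool. With 40 splits, 1 other split as large already makes 2 of 40, so the shares of the 2 tools cannot be told apart.

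The number of features at an unadjusted p under 0.05 rose with the difference in the share of reads outside exons between the groups. Over the other splits, the Spearman correlation was 0.67 for the HD and MD bulls and 0.54 for the HD and LD bulls. A candidate explanation is that bulls differ along one axis that moves many genes together, so that any grouping that parts them along it gives many genes.

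Several explanations were tested for the log2 fold changes of the genes the paper lists for HD against MD. With the share of reads outside exons as a covariate their median was 0.664 of its size, with the share of low quality alignments 0.842, with the coverage index 0.842, with the offset on the number of exon bins 0.912, and with the single most covered bin per gene 0.940. None of these brought it under 0.5 of its size, although with each of the 3 covariates at most 1 feature had an edgeR adjusted p under 0.1. Single genes moved further. With the share of reads outside exons as a covariate, the log2 fold change for HD against MD went from 0.99 to 0.31 for COX1, from 0.96 to 0.28 for CYB and from 0.96 to 0.39 for the feature that joins COX3 and ATP6, while that of ENSBTAG00000002749 went from 1.46 to 1.38. A covariate that differs between diets also takes up part of a diet difference, so the loss of calls cannot tell these apart. Counts on the mitochondrial genes are also part of the total that the share of reads outside exons is taken from. Their smaller fold changes cannot be read as the effect of a library difference. Library totals did not differ between the diets (exact permutation p = 0.613). Leaving out the named mitochondrial genes kept the median at 1.000 of its size, but TMM normalization already trims such genes, so this could not have come out otherwise. Over the fits that each left out 1 bull the smallest median was 0.868 of its size, but 1 of 8 bulls could hardly halve a median over genes listed from the same bulls, so this cannot tell what a single bull contributes. For HD against LD the median was 0.850 of its size with the share of reads outside exons, 0.841 with the share of low quality alignments, 0.869 with the coverage index, 0.938 with the offset, 0.977 with the single most covered bin, at least 0.843 without any 1 bull and 1.000 without the named mitochondrial genes. Library totals had an exact permutation p of 0.911.

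The libraries of HD and MD bulls also differed in other measures, each at an exact permutation p near 0.05 before adjustment over the 3 comparisons. The share of low quality alignments was 11.5 ± 5.18% (SD, n = 8) in HD and 7.80 ± 1.33% in MD bulls (exact permutation p = 0.0497, adjusted 0.149). It was 21.0% in HD bull 12 and 17.9% in HD bull 8. The paper does not state how an alignment came to be counted as low quality, so this share need not measure the quality of a library. The share of ambiguous reads was 0.277 ± 0.0588% in HD and 0.221 ± 0.0371% in MD bulls (exact permutation p = 0.0418, adjusted 0.125). The 10 most abundant features held 8.83 ± 3.30% of the counts in HD and 5.72 ± 2.08% in MD bulls (exact permutation p = 0.0401, adjusted 0.120). Across the 24 bulls, PC1 had a Pearson correlation of 0.87 and a Spearman correlation of 0.85 with the share of ambiguous reads (permutation p = 1e-05 for each, the smallest that 100000 resamples can give, adjusted 5e-05), and without the 2 bulls farthest from the median share Pearson's r was 0.81.

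Within LD bulls alone, the slope of each feature on the share of reads outside exons had a Spearman correlation across genes of -0.64 with the fold changes of HD against MD, and slopes within MD bulls one of -0.57 with those of HD against LD. Genes are not independent replicates. In 532 of all 6435 splits of the HD and MD bulls (8.27%) the correlation was as far from 0, and in 825 (12.8%) of those of the HD and LD bulls. Slopes within HD bulls had a correlation of 0.32 with the fold changes of MD against LD, and 2901 of the splits (45.1%) were as far from 0. The fold changes of the 2 comparisons with HD bulls lie along a pattern that is also present among bulls of one diet, and other groupings often lie along it too. Across bulls, PC1 had a Spearman correlation of 0.55 with library totals (Pearson 0.22), but with every library thinned to the lowest total the Spearman correlation of PC1 with the share of reads outside exons was still -0.96, so unequal depth does not make that relation. The relation was also present within each diet (smallest Spearman correlation in size -0.93). Differences in RNA extraction, in unspliced RNA or in the cells of the tissue piece were not tested. Identifiers were not paired with gene names here, so marker genes of cells were not examined. The values above cannot tell a technical origin from a biological one.

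Features with more exon bins had lower fold changes in HD bulls. The Spearman correlation across genes was -0.28 for HD against MD, -0.25 for HD against LD and 0.19 for MD against LD. The features called higher in HD than MD bulls had a median of 6 bins and those called lower 15, against 9 for all tested features. In 28, 31 and 20 of 100 splits, in the same order, the correlation was as far from 0, so grouping the bulls by chance may give a relation of this size.

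The paper does not report exon usage, which the exon bins allow to be tested. By limma's diffSplice, 5 of 11154 features differed in exon usage between HD and MD bulls at an adjusted p under 0.1, with 172 at an unadjusted p under 0.05. In 4 of 30 splits of the 16 bulls the number was at least 5, and in 2 of 30 at least 172 features had an unadjusted p under 0.05, the real split included in each, so chance may give as many.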
